A study of Mus musculus with 10 samples. Its data were reported in "The activity-dependent histone variant H2BE modulates the life span of olfactory neurons" (2012).

How the data were processed

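Whole main olfactory epithelium (MOE), the sensory tissue of the nose, was profiled from 5-week old mice on Affymetrix Mouse Gene 1.0 ST arrays. Of the 10 arrays, 4 came from H2be-GF mice, which carry a transgene that drives a FLAG-tagged form of the histone variant H2BE from the promoter of olfactory marker protein (Omp) and that the study describes as silent in part of the mature neurons, and 6 came from wild-type (WT) mice. Per the study's methods each array held RNA pooled from several animals, with more animals per H2be-GF array than per WT array, and the series states that males and females were mixed in equal parts. Sex is not given for any single array in the labels. The labels mark the arrays of a genotype as separate replicates, so that p-values measure the spread between these pools.

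The authors summarised the array scans per probe set with IterPLIER and sketch-quantile normalization in Affymetrix Expression Console, after an outlier check with arrayQualityMetrics, and deposited log2 values. Versions of these tools and the genome build were not given in the sources used here. The deposited log2 values ran from 0, the lower limit, to 14.2 over 35556 probe sets, control probe sets included. Between 95 and 157 values per array stood at exactly 0. IterPLIER weights probes by how they vary over arrays and sets dim probe sets near or at this limit, so that changes of dim probe sets are less certain. Quantile normalization gives arrays nearly the same distribution and hides a change shared by most genes.

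Probe sets were named through the platform annotation, in which 21789 probe sets had 1 gene symbol, 1621 had several and 12146 had none. Symbols were updated through Entrez IDs with a RefSeq gene table of assembly GRCm38.p6, which matched 21698 of the probe sets with 1 symbol. That table served only for names and for which genes neighbour each other. The gene of H2BE, H2bc21 in the table, is called Hist2h2be here. No gene is named from a probe set with several symbols, except where H2B probe sets shared with other genes are described as a group.

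Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate, two-sided) on the 23194 probe sets with a gene symbol and a mean over all arrays above 5, with Benjamini-Hochberg adjustment and a threshold of 0.05. Olfactory receptor (OR) probe sets with a mean above 7 were also adjusted among themselves, after the study's methods. A call below means an adjusted p under the threshold. Enrichment of ORs among calls was tested with Fisher's exact test against all probe sets tested. Gene lists were fixed before the data were examined. They were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, with fry, and with an two-sided exact permutation test over the 210 splits of the arrays of a per-array list score, the mean over members of log2 values centred on the WT mean, with 1 probe set per gene, that of the highest mean. The 95% intervals of score differences come from inverting that test. Of the fixed pattern for class I ORs no symbol in the tables matched, so MOR families up to 42 from the table's synonyms stood for them, a choice made after seeing the data.

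Genes were named by a rule fixed before the data were examined. It took Hist2h2be, Omp, Capn5, Olfr1277 and Olfr293 whatever their values. It took up to 6 ORs each way with the largest change among those called over ORs whose H2be-GF and WT arrays did not overlap, and up to 6 other genes each way among those called over all probe sets on the same terms. Of each list it took up to 4 members called over the list alone, or otherwise up to 2 with the smallest p. Genes outside the rule are marked as chosen after their values were seen.

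The procedure was tested on simulated data, in which 200 of 23194 probe sets were changed with the spread of the real ones. Of simulated changes of 0.3 (log2) 18% were called, of 0.6 76%, of 1 94% and of 1.5 96%. There were 5 false calls among 147, and none when nothing was changed. These rates are for the adjustment over all probe sets. They do not cover the calls over ORs alone, for which another split of the real arrays gave 106. The permutation interval covered the true difference in 94.5% of simulations. A first run with fewer simulations gave lower coverage, after which the search for the bounds was changed to a grid and the simulations were made more numerous. The number of arrays limits the precision. Alternatives covered the normalization, an added constant of 16 before log2, the variance model, array weights, the replicate number as a block, a sex-linked score as covariate, filters on dim probe sets, other summaries per list, and leaving out each array. Added after seeing the data were fits within and across the arrays that differ in Xist, and a centring of the ORs on their array mean. Plots were drawn with matplotlib 3.10.9. Probe sequences and a genome sequence were not used here.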

Results

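The data are log2 expression values of whole MOE from 4 H2be-GF and 6 WT arrays of 5-week old mice. The comparison asks what changes in the tissue when H2BE, a variant of histone H2B that olfactory neurons express at levels that differ with the OR they have chosen, is forced on in mature olfactory neurons. Array medians lay between 7.74 and 7.91, and any 2 arrays correlated at 0.969 to 0.988 over the probe sets tested. Xist, the RNA that silences an X chromosome in females, was at 11.69 or above on 5 arrays (2 H2be-GF, 3 WT) and at 4.61 or below on the other 5 (2 H2be-GF, 3 WT), where the Y-linked gene Eif2s3y was at 10.47 or above. The main axis of variation, 36.4% of the variance, separated these sets, and both hold each genotype in equal shares. The labels do not say whether the sets also differ in processing. Eif2s3y was at 0 on all 5 arrays high in Xist, so that each array reads as 1 sex. That goes against a mixing of the sexes within a pool, although the labels give no sex.

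Hist2h2be itself was not higher in H2be-GF arrays. Its probe set (10494388, chromosome 3) averaged 11.84 ± 0.07 (SD, n = 4) in H2be-GF and 12.07 ± 0.05 (SD, n = 6) in WT, a log2 change of -0.23 (SE 0.06), with every H2be-GF array below every WT array. The adjusted p of limma was 0.297. It was 0.00146 when the variance was modelled with a trend and robustly, in a range of 0.00146 to 1.00 over the alternatives, and the change was -0.15 in the arrays high in Xist and -0.30 in the others. The probe set checks the transgene only if its probes lie in the coding sequence, which is not known here. Omp, a marker of mature olfactory neurons whose promoter drives the transgene, averaged 12.78 ± 0.03 (SD, n = 4) against 12.88 ± 0.04 (SD, n = 6), a change of -0.10 (SE 0.05, limma adjusted p = 0.659), also with every H2be-GF array below every WT array. For Capn5, the calpain gene that surrounds Omp, the change was 0.09 (SE 0.08, limma adjusted p = 0.820).

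Probe sets of other H2B histone genes rose at 4 of the 11 genes measured. Whether they read the transgene is not known here. The H2bc22 probe set (10403951) was 2.67-fold higher in H2be-GF arrays, at 9.27 ± 0.15 (SD, n = 4) against 7.85 ± 0.22 (SD, n = 6), with a limma adjusted p of 2.43e-04. H2bu1-ps was 2.04-fold higher, H2bc3 1.78-fold and H2bc9 1.42-fold, each with no overlap between genotypes. The call of H2bc9 over all probe sets was lost without H2be-GF 1, 3 or 4 (limma adjusted p up to 0.0695, and 2.26e-08 to 1.00 over the alternatives), with a change of 0.43 to 0.58. These 4, which code for the core histone H2B or derive from such a gene, rose both over all probe sets and adjusted over the list alone. With the replicate number as a block H2bc22 kept its call over all probe sets. H2bu1-ps, H2bc3 and H2bc9 lost theirs (limma adjusted p = 0.206, 0.411 and 0.592), at changes of 0.99, 0.83 and 0.47. That block leaves WT 5 and WT 6 unpaired and fewer degrees of freedom, so a lost call need not mean a smaller change. H2bu2, outside the rule of naming and chosen after its values were seen, fell by 0.25 (log2, SE 0.09) adjusted over the list alone. That call was lost with the replicate number as a block. The other 6 were not called. With a second quantile normalization, centring on the array median, a trended robust variance or array weights, 5 rose. Of 8 probe sets that the annotation assigns to an H2B gene together with other genes, 4 rose by 0.98 to 1.23, of which 2 hold identical values, with limma adjusted p-values of 2.25e-06 or below, and the other 4 lay between -0.18 and -0.13 without a call, 2 of them again with identical values. The list score was higher in H2be-GF by 0.30 (95% interval 0.18 to 0.43, exact permutation p = 0.00476, the smallest that these arrays can give, and 0.129 adjusted over 27 lists). Camera gave an adjusted p of 0.00198, and 0.820 with an estimated correlation. With the replicate number as a block the camera call was lost, at an adjusted p of 0.103, in a range of 8.71e-04 to 0.820 over the alternatives.

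**Figure D1:**
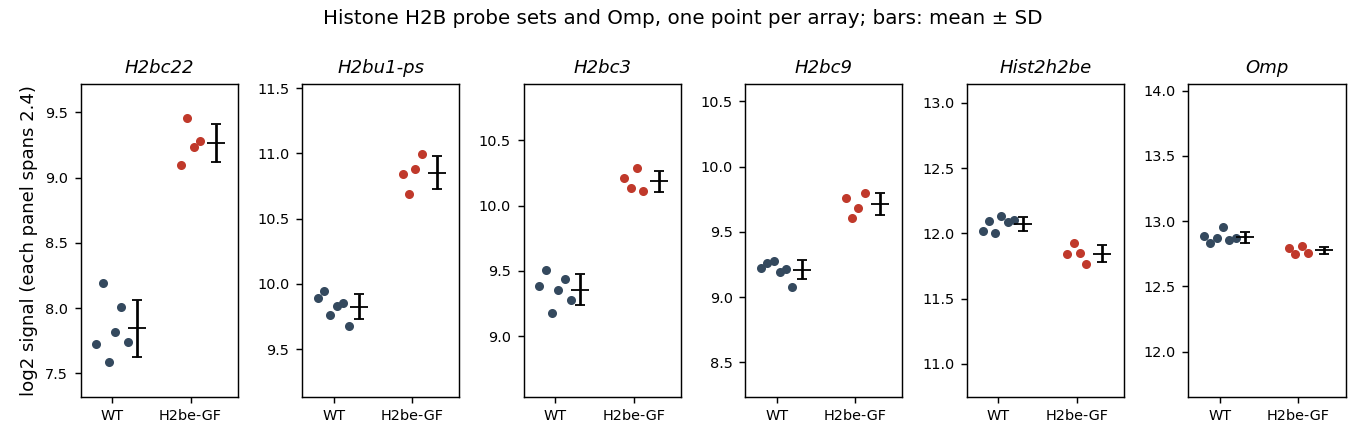
Log2 signal of H2B genes, Hist2h2be and Omp on each of the 6 WT (dark) and 4 H2be-GF (red) arrays, with the mean and SD of each genotype beside the points; all panels span the same range. H2bc22, H2bu1-ps, H2bc3 and H2bc9 lie higher on all 4 H2be-GF arrays than on any WT array, and Hist2h2be lies lower.

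The H2A, H3, H4 and H1 genes that are transcribed in S phase together with H2B gave no call. Limma called 0 of the 17 measured over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05, and their score differed by -0.002 (95% interval -0.10 to 0.10, exact permutation p = 0.957). The smallest p-values were those of H4c9, at 0.28 (SE 0.08), and H1f1, at -0.16 (SE 0.07).

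In all, limma called 20 of 23194 probe sets, 11 higher and 9 lower. Of those higher, 8 belonged to H2B genes, counting both of the identical ones, and 7 of those lower to ORs. The remaining genes were Trdn, Mitf, Lhx2, Wdr17 and Slurp2. Mitf, a transcription factor of pigment cells, rose from 7.77 ± 0.11 (SD, n = 6) to 8.32 ± 0.06 (SD, n = 4). Wdr17, which codes for a WD-repeat protein, fell by 0.69 (log2, SE 0.08) from 10.17 ± 0.13 (SD, n = 6), and Slurp2, which codes for a small secreted protein, fell by 0.58 (SE 0.08). The Slurp2 call was lost under 11 of 23 alternatives, with an adjusted p of up to 0.142 without H2be-GF 1, 2 or 3 or WT 2, 3, 4 or 5 and of 0.00177 to 1.00 over the alternatives that keep all arrays or a set of them, while its change lay between -0.69 and -0.47. The Mitf call was lost under 6 of 23, among them without H2be-GF 1, 2 or 3 (adjusted p up to 0.0695), with a change of 0.52 to 0.59. Lhx2, a homeodomain factor that olfactory neurons need to mature, rose by 0.37 (SE 0.06, limma adjusted p = 0.0425) and was chosen after its values were seen. Whether its call holds under the alternatives was not tested. Trdn, which codes for triadin of skeletal muscle, rose by 1.04 in 1 of its 14 probe sets only, a dim one with a mean of 5.29, and none of the other 13 was called. At an unadjusted p under 0.05 there were 1955 probe sets, 1010 higher and 945 lower, where 1160 would come by chance. The count was 11 without the array H2be-GF 1 and 13 without H2be-GF 3. With a trended robust variance it was 114, and with a filter at a mean of 7 it was 36. With the replicate number as a block it was 5, all higher, without Trdn, Mitf, Wdr17 and Slurp2 (limma adjusted p of 0.377 to 0.438). The changes of these 4 genes with that block were 0.97, 0.56, -0.72 and -0.58. Within the arrays high in Xist limma called 0, with 1113 at an unadjusted p under 0.05, and within the others 4.

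ORs changed in both directions. Adjusted over the 748 OR probe sets with a mean above 7, 30 rose and 44 fell, which is 9.89% of those tested and 7.16% of the 1034 OR probe sets on the array. The median called rise was 1.27-fold and the median called fall was to 0.752-fold. Over all 748 the median change was 0.02, with an SD of 0.19. The largest falls were those of Olfr1277, at 7.73 ± 0.18 (SD, n = 4) in H2be-GF against 8.46 ± 0.10 (SD, n = 6) in WT (limma adjusted p = 0.00134 over ORs), Olfr1280, at 0.635-fold, and Olfr1507, at 0.655-fold. Olfr1420, Olfr1281 and Olfr1205 followed with log2 changes of -0.59, -0.59 and -0.57. With the replicate number as a block the calls of Olfr1507, Olfr1420 and Olfr1281 were lost (limma adjusted p over ORs of 0.0597, 0.0544 and 0.0968), at changes of -0.60, -0.65 and -0.52. Olfr1277, Olfr1280, Olfr1281 and Olfr1205 lie on chromosome 2, which held 16 of the 44 that fell, 9 of the 30 that rose and 200 of those tested (two-sided Fisher's exact p = 0.159 and 0.676).

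The largest rise was that of Olfr1079, from 7.15 ± 0.16 (SD, n = 6) to 7.77 ± 0.23 (SD, n = 4), a 1.54-fold change with a limma adjusted p of 0.00874 over ORs. Its change was 0.88 in the arrays high in Xist and 0.36 in the others, a difference that was not called in limma (adjusted p of 0.219 or above for every gene named). Olfr849, Olfr1316, Olfr1056, Olfr295 and Olfr835 rose by 0.44, 0.43, 0.42, 0.41 and 0.41. Calls were lost without H2be-GF 2 for Olfr849, Olfr1056, Olfr835 and Olfr295 (limma adjusted p over ORs of 0.0513, 0.0519, 0.0753 and 0.0859), without H2be-GF 1 for Olfr835 and Olfr295, and without H2be-GF 3 for Olfr295. When 1 array was left out, the change was 0.38 to 0.50 for Olfr849 and 0.38 to 0.48 for Olfr1056. It was 0.37 to 0.46 for Olfr835 and 0.36 to 0.47 for Olfr295. With the replicate number as a block none of these rises was called, those of Olfr1079 and Olfr293 included, with changes of 0.31 to 0.62. Olfr293, which the study imaged, rose by 0.38 (SE 0.07, limma adjusted p = 0.00725 over ORs and 0.0870 over all probe sets). Genotypes did not overlap at 9.49% of the 748 ORs and at 2.69% of the probe sets of other genes, where chance gives 0.952%.

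**Figure D2:**
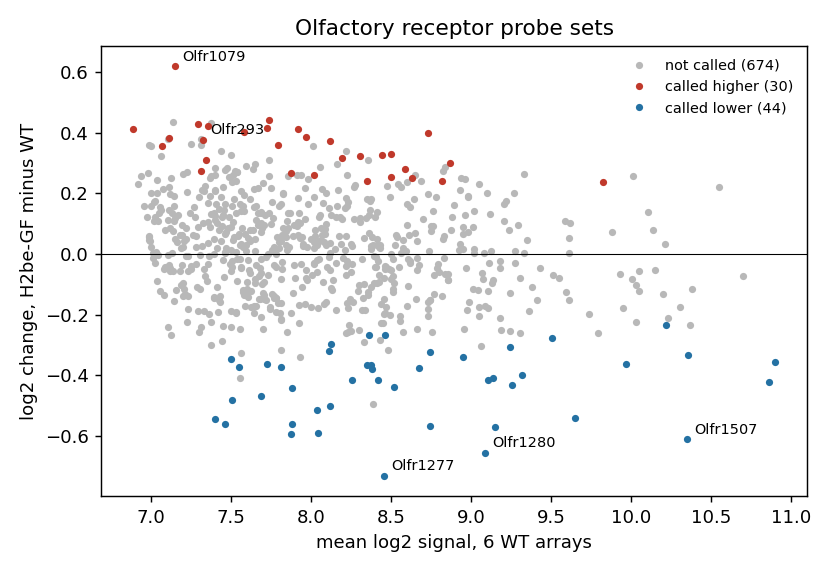
Log2 change of each OR probe set (H2be-GF minus WT) against its mean log2 signal over the 6 WT arrays, for the 748 probe sets with a mean above 7. Red points mark the 30 called higher and blue points the 44 called lower, from Olfr1079 at 0.62 to Olfr1277 at -0.73.

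Of 743 OR genes, called or not, 71.6% had the same sign of change in both sets of arrays that differ in Xist. Across these genes, which are not independent replicates, the changes of one set correlated with those of the other at 0.653, with no array in common. For probe sets of other genes the correlation was 0.189. Over the 100 splits that take 2 arrays from each set, the highest correlation of ORs besides the real one was 0.552. A value above 0.189 can thus arise in ORs from other splits of the arrays. Within either set, of 2 H2be-GF against 3 WT arrays, limma called 0 ORs, while 116 in the arrays high in Xist and 91 in the others had an unadjusted p under 0.05. No OR showed a called difference between the sets (0 of 748 in limma, with 2.54% at an unadjusted p under 0.05). The count of called ORs was 33 without the array H2be-GF 2 and 48 without H2be-GF 1. It was 6, all lower, when adjusted over all probe sets tested, and likewise 6 with the replicate number as a block.

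**Figure D3:**
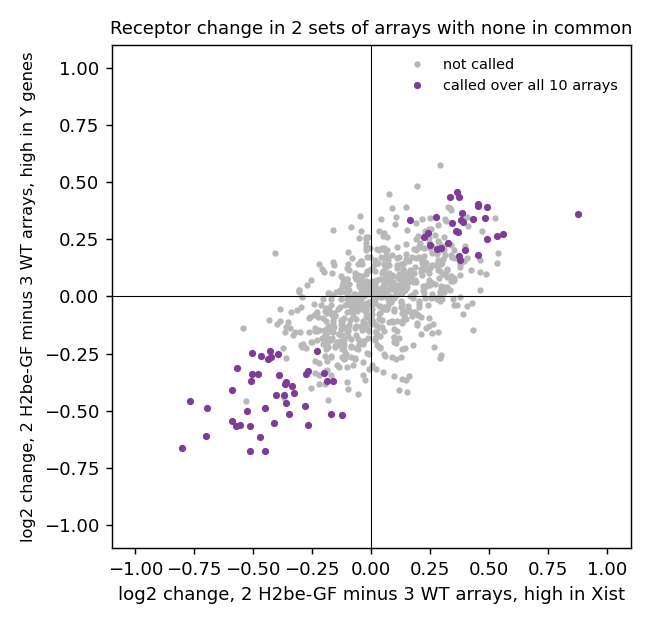
Log2 change of each OR probe set in the 5 arrays high in Xist (horizontal) and in the 5 arrays high in Y-linked genes (vertical), each 2 H2be-GF minus 3 WT arrays. Purple points are the 74 ORs called over all arrays, and over all OR genes 71.6% have the same sign on both axes.

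ORs were enriched among the lower probe sets. With the replicate number as a block this could not be tested, since 0 probe sets were called lower. The values that follow are without that block. Fisher's exact test takes genes as independent, but the estimated correlation between ORs was 0.241. Its p-values are therefore likely too small and do not measure the spread between arrays. Counting only probe sets with 1 symbol as ORs, they made up 6 of the 9 called lower (66.7%) against 4.39% of the probe sets tested (odds ratio 43.8, two-sided Fisher's exact p = 5.28e-07) and 0 of the 11 called higher (Fisher's exact p = 1.00). At an unadjusted p under 0.01 ORs were 16.3% of the higher (Fisher's exact p = 1.42e-14) and 20.4% of the lower probe sets (Fisher's exact p = 2.57e-22). Of 1010 OR genes with a mean above 5, 18 rose and 42 fell adjusted over the list alone, and 0 rose and 6 fell over all probe sets. At an unadjusted p under 0.05, 110 of these 1010 genes were higher and 90 lower. The share at that p was 23.0% of the 748 ORs with a mean above 7 and 7.90% of the probe sets of other genes with a mean above 5.

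Class I ORs, the fish-like receptors of the dorsal epithelium, were measured at 89 genes and class II ORs at 644. Of class I genes 0 rose and 4 fell, and of class II genes 29 rose and 40 fell, over ORs with a mean above 7. Olfr691, Olfr690 and Olfr661 were among those that fell, at -0.41, -0.44 and -0.41, and were also called over the class I list alone. With the replicate number as a block Olfr690 kept its call over ORs. Olfr691 and Olfr661 lost theirs (limma adjusted p over ORs of 0.0642 and 0.129), at changes of -0.41 and -0.40. The mean of class I minus that of class II was -0.35 ± 0.15 (SD, n = 4) in H2be-GF and -0.24 ± 0.07 (SD, n = 6) in WT. This difference of -0.11 (95% interval -0.27 to 0.06) did not pass the exact permutation test (p = 0.148), and it was -0.05 without the array H2be-GF 4 and -0.16 without H2be-GF 1. Camera called the 116 class I genes with a mean above 5 lower (adjusted p = 3.37e-04), but with an estimated correlation the adjusted p was 0.926, and without the array H2be-GF 4 it was 0.446 at the preset correlation. It ranged from 1.32e-10 to 0.446 when 1 array was left out, and from 2.95e-09 to 0.926 over the other alternatives, the estimated correlation included.

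ORs with a higher WT level tended to change downward. With the level taken from 3 WT arrays and the change from the other 3, Spearman's correlation across 743 OR genes was -0.212, and over the 20 ways to split the WT arrays it lay between -0.234 and -0.116. Genes are not independent replicates, so no p is given.

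Markers of mature olfactory neurons gave 1 call among 24, while 16 of them were lower, with a median change of -0.07. Ncam2, a cell adhesion molecule of olfactory axons, rose by 0.26 (SE 0.05, limma adjusted p = 0.00821 over the list alone). At an unadjusted p under 0.05, 2 were lower, Cidea at -0.21 (SE 0.08) and Cnga4, a subunit of the odor transduction channel, at -0.13 (SE 0.06), both chosen after their values were seen. The list score differed by -0.03 (95% interval -0.06 to 0.02, exact permutation p = 0.162). Ncam2 was also the 1 gene called among 9 zone genes. Among 15 genes that follow activity in olfactory neurons, 4 rose and 3 fell adjusted over the list alone, and 0 over all probe sets. Nrp1, an axon guidance receptor, rose by 0.30 (SE 0.08). The calcium-binding protein gene S100a5 fell by 0.21 (SE 0.06), Pcp4l1 fell by 0.25 (SE 0.07) and the cytochrome P450 gene Cyp4x1 fell by 0.45 (SE 0.14). The score of that list differed by 0.04 (exact permutation p = 0.314). The list holds genes that the study describes as raised by neuronal activity and others it describes as lowered. Its counts and score therefore give no direction of activity. Of 18 immediate early genes 0 were called, with Egr3 at 0.27 (SE 0.08, adjusted p = 0.0982 over the list alone in limma) and Arc at 0.16 (SE 0.09), and with 1 at an unadjusted p under 0.05. The mean change of that list was 0.002 and its median -0.04, those of the zone genes 0.01 and -0.02.

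Few genes of neuronal turnover were called over their own lists. Of 32 apoptosis genes 0 passed over the list alone in limma, with 1 higher and 4 lower at an unadjusted p under 0.05. Apaf1, which assembles the apoptosome, was at 0.26 (SE 0.06, adjusted p = 0.0626 over the list alone), and Hrk, a death activator, at -0.20 (SE 0.07). Of 35 cell division genes 0 passed, with Mcm7 at -0.17 (SE 0.07) and Cdca8 at -0.23 (SE 0.12). At an unadjusted p under 0.05 there was 1, lower. Their median change was -0.07, and camera called the list lower (adjusted p = 0.00252), but the adjusted p was 0.820 with an estimated correlation and 0.130 without the array H2be-GF 4. The score differed by -0.07 (95% interval -0.21 to 0.06, exact permutation p = 0.224). Of 16 genes of globose basal cells and neuronal precursors 0 passed, with Neurog1 at 0.16 (SE 0.06) and Hes6 at -0.14 (SE 0.06) at an unadjusted p under 0.05. Of 20 immature neuron genes 0 passed, with Stmn4 at -0.17 (SE 0.07) and Crmp1 at 0.12 (SE 0.07), of which the first had an unadjusted p under 0.05. Krt15, a keratin of basal cells, fell by 0.54 (SE 0.14, limma adjusted p = 0.0207 over the list alone), the 1 gene called among 10 of horizontal basal cells. Among 20 genes of the unfolded protein response 0 passed, with Dnajb9 at 0.18, the 1 gene with an unadjusted p under 0.05, and Ddit3 at -0.20.

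Other cell types of the tissue gave few calls. Of 15 genes of respiratory epithelium, which borders the MOE, 0 passed over the list alone in limma, but 5 were lower at an unadjusted p under 0.05, among them the cilia genes Tekt1, at -0.19 (SE 0.06), and Tekt4, at -0.22 (SE 0.07). The score was lower by -0.09 (95% interval -0.18 to -0.004, exact permutation p = 0.0381, or 0.514 adjusted over 27 lists). Camera gave an adjusted p of 0.00107, and 0.820 with an estimated correlation. The 4 erythroid genes had a camera adjusted p of 0.0247 downward and 0.820 with an estimated correlation, with Alas2 at -0.32 (SE 0.12) and Slc4a1 at -0.21 (SE 0.12), which was -0.52 in the arrays high in Xist and 0.10 in the others. The camera adjusted p of the erythroid list was 0.133 without the array H2be-GF 1 and 0.109 without H2be-GF 2. Eomes, a transcription factor of olfactory bulb projection neurons, fell by 0.45 (SE 0.10) as the 1 gene called among 12 of the bulb, and Actn3, an actinin of muscle, fell by 0.34 (SE 0.09) as the 1 called among 17 of skeletal muscle.

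No member was called over its own list in limma among 14 genes of sustentacular cells, 13 of Bowman's glands, 11 of microvillous cells, 11 of ensheathing glia, 24 of leukocytes, 10 of neutrophils, 12 of bone and cartilage, 13 trace amine-associated receptors and 144 vomeronasal receptors. At an unadjusted p under 0.05 these lists held 1 (Hes1, at -0.19), 0, 1 (Pou2f3, at -0.26), 0, 1 (Ptprc, at 0.27), 0, 1 (Comp, at -0.41), 0 and 5 genes. Their score differences lay between -0.14 for bone and cartilage and 0.04 for vomeronasal receptors, and none passed the exact permutation test. Bowman's glands had a median of 0.02 and a mean of -0.02. Fry, which tests whether the genes of a list move one way on balance, had an adjusted p of 0.0231 for H2B genes and above 0.05 for every other list, and its mixed test, for change in either direction, was under 0.05 for 9 of 27 lists. These were H2B genes (adjusted p = 1.69e-07), zone genes (1.02e-06), activity genes (2.88e-05), mature neurons (3.15e-04), apoptosis (0.00548), ORs and respiratory epithelium (both 0.00790), the other replication-dependent histones (0.0208) and olfactory bulb neurons (0.0253). With an estimated correlation camera called 0 of the 27, and 1, respiratory epithelium, had an unadjusted p under 0.05.

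**Figure D4:**
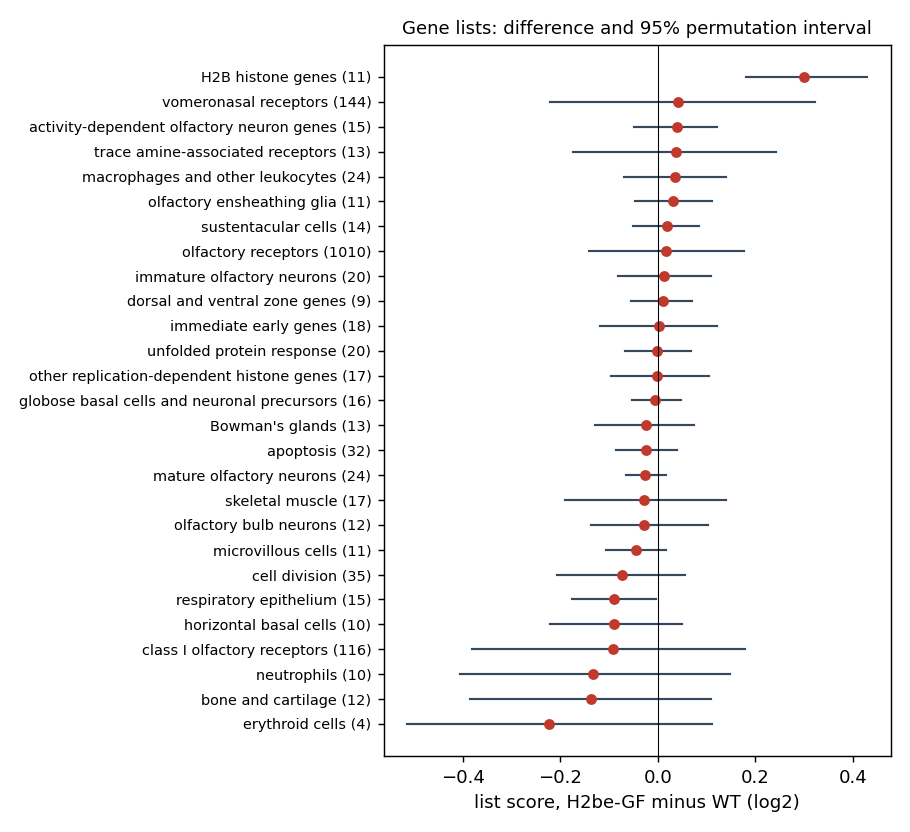
Difference in list score (log2, H2be-GF minus WT, points) with its 95% permutation interval (lines) for 27 gene lists, with the number of genes measured in parentheses. The H2B list lies at 0.30, and apart from it and respiratory epithelium every interval includes 0.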

Values the study reported

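The study reported that about 7% of OR genes differed between H2be-GF and WT tissue at an FDR-adjusted p cutoff of 0.05. By quantitative PCR it found the H2be transgene expressed at about 10-fold the level of the endogenous gene.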

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

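Single arrays stood apart from the others of their genotype at 10 of 196 groups examined, each a named gene or list score in 1 genotype, where chance gives about 9.8. Of these, 5 were in H2be-GF and 5 in WT arrays. Olfr1056 was at 7.94 on H2be-GF 4 and at 8.20 to 8.22 on the other H2be-GF arrays. Olfr661 was at 7.78 on the same array and at 8.05 to 8.10 on the others. The score of globose basal cells and neuronal precursors was -0.0391 on H2be-GF 4 and 0.001 to 0.01 on the others. H1f1 was at 10.20 on H2be-GF 1 and at 10.03 or below on the others, and Muc2 was at 10.85 on H2be-GF 3 and at 10.97 to 10.98 on the others. Among WT arrays H4c9 was at 8.87 on WT 3 against 9.11 to 9.22, and Stmn4 at 10.95 on WT 1 against 10.69 to 10.78. Arc was at 7.75 on WT 2 against 7.29 to 7.45, and Tekt1 at 9.33 on the same array against 9.44 to 9.50. The apoptosis score was -0.10 on WT 6 against 0.001 to 0.05. No difference in change between the sets of arrays that differ in Xist passed for a named gene (smallest limma adjusted p 0.219, that of Slc4a1, at -0.52 in the arrays high in Xist and 0.10 in the others).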

How the results depend on the processing

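The fits within the arrays high in Xist, within those high in Y-linked genes and with that set as a block, and the centring of the ORs, were chosen after seeing the data. Of 1013 values under alternatives, 892 kept direction and side of the threshold or stayed within 1.5 times, 97 lost a call, 9 gained one, 15 counts moved further and 0 reversed. The cause was not tested except where fewer arrays or probe sets were used. The 20 called probe sets became 114 with a trended robust variance, 36 with a mean above 7, 0 in the arrays high in Xist, 4 in those high in Y-linked genes, and 11 (without H2be-GF 1) to 19 when 1 array was left out. The 74 called ORs became 6 adjusted over all probe sets, 0 within either set of 5 arrays, and 33 (without H2be-GF 2) to 85 when 1 array was left out. The Hist2h2be change of -0.23 gained a call with the trended robust variance (adjusted p 0.00146, range 0.00146 to 1.00). ORs were 17.6% of the higher probe sets with a mean above 7 and 16.3% at an unadjusted p under 0.01. The number of lists called, 5, became 0 with an estimated correlation and 4 to 8 when 1 array was left out (8 without WT 2). H2B counts lay between 4 and 6. Slurp2 lost its call under 11 of 23 alternatives.

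With the replicate number as a block, 5 probe sets and 6 ORs were called. WT 5 and WT 6 share their number with no H2be-GF array, and so add nothing to the difference with that block. Fewer degrees of freedom are left, so a call lost with the block need not mean a smaller change. Number 3 pairs H2be-GF 3, low in Xist, with WT 3, high in Xist. The numbers need not pair arrays: deviations of arrays of the same number correlated at 0.530, 0.219, -0.423 and 0.261, and 1 of 4 H2be-GF arrays correlated best with the WT array of its number. The number of arrays and the dimness of many probe sets limit the precision.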

Other observations

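The tests on H2B probe sets, on the share of mature neurons and on the genes beside Lhx2 were chosen after the result was seen, as were the centring of ORs, the division of Spef2 and the fits within sets of arrays. Probe sets without a gene symbol gave no call in limma (0 of 10827, with 709 at an unadjusted p under 0.05). Spef2, a gene of sperm tails and cilia, has 22 probe sets. The first 12 by number were all higher in H2be-GF, by 0.20 to 0.40, at 8.70 ± 0.09 (SD, n = 4) against 8.39 ± 0.04 (SD, n = 6). The other 10 lay between -0.17 and 0.01, at 10.42 ± 0.08 (SD, n = 4) in H2be-GF, with a median change of -0.09. The difference between these parts was 0.39 (exact permutation p = 0.00476, the smallest these arrays can give). The point of division was chosen from these values, which makes that p too small, and no single Spef2 probe set passed over all probe sets.

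By chromosome, ORs on chromosome 14 had 6 called lower and 0 higher of 32, on chromosome 9 4 higher and 0 lower of 83, and on chromosome 17 3 higher and 0 lower of 32. These counts were not tested against each other. The mean over ORs was lowest on H2be-GF 4 (7.96), WT 5 (7.97), WT 6 (7.98) and WT 3 (7.995), and 8.07 to 8.18 on the other arrays.

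The first pattern is the rise of H2B probe sets. More dividing cells would raise the other replication-dependent histone genes. The upper 95% bound of their score difference was 0.105, under the 0.25 set as the least rise. That argues against division as the cause of the H2B rise only. It does not show that division is unchanged, and the study reports an elevated rate of neurogenesis in H2be-GF mice from labelled neurons. A rise of every H2B gene is argued against by 4 H2B probe sets lower at an unadjusted p under 0.05, of which 2 hold identical values, so that the count just reaches the 3 required. The count leaves out Hist2h2be, itself an H2B gene, which was also lower (limma unadjusted p = 0.00218). That the probe sets that rose read the coding sequence of the transgene may be so, but it stays open: the Hist2h2be probe set changed by -0.23, and without probe sequences it cannot be told apart whether that probe set lies outside the coding sequence. At 0.855-fold of WT it is lower than the study's quantitative PCR of the transgene, which is not the same measure. The study describes a long untranslated region in the endogenous transcript, and a transgene that puts a sequence encoding FLAG-H2BE in place of that of Omp. A probe set in that region would miss such a transgene, so the 2 values need not conflict.

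The second pattern is the change of ORs in both directions. Fewer mature neurons in all would lower ORs as a set, but their median change was 0.0164, against -0.41 for those called lower. That counts only against a loss as large as those falls. The -0.41 comes from ORs picked as lower in these same data, so a smaller loss was not tested and stays open. Of 24 markers of mature neurons 16 were lower and 8 higher, with a median change of -0.07. The study reports more apoptosis and lower survival of mature neurons in H2be-GF mice. A difference between the sets of arrays that differ in Xist cancels in the comparison, since each set holds 2 H2be-GF and 3 WT arrays. The correlation of 0.653 between their OR changes does not test it, and shows only that the changes recur in both sets. The highest in the other 99 of 100 balanced splits was 0.552. Shared signal between ORs of similar sequence was examined because neighbouring ORs had been seen to fall together. As the whole cause it is argued against by a correlation of 0.233 over 264 neighbouring pairs of different families. Each gene of a pair was read from different arrays (shuffled orders -0.103 to 0.0991). The 0.419 over 356 pairs of the same family leaves shared signal open as a part. The test used the same data as the observation that prompted it, and so partly restates it. Noise shared by neighbours on an array was a separate test, folded into the one above after its value was seen. Its correlation was 0.337 over all 635 neighbouring pairs (shuffled orders -0.0664 to 0.0634), those of the same family included. That counts against such noise as the whole cause only, without a bound set in advance. What also stays open here are the larger pools per H2be-GF array and which neurons lack the transgene, which these arrays do not measure per OR. The study did measure the latter by imaging. It reports that ORs whose neurons carry the transgene became less frequent, and that ORs escaping it in zone 2 became more frequent. Its examples were Olfr1277 and Olfr293, which changed by -0.73 and 0.38 in these arrays.

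The third pattern is Lhx2, at a limma adjusted p of 0.0425, and both its neighbours. These were Dennd1a at 0.38 (adjusted p 0.0684) and Nek6 at 0.36 (adjusted p 0.119), while the next genes, Crb2 and Psmb7, were at 0.11 and -0.04. As high a run of 3 genes came up in 3.39% of 10000 shuffles of gene order (exact 95% interval 3.04 to 3.76), a number of shuffles raised after a first run. Only upward runs were counted, a direction chosen after Lhx2 was seen. The mean limma t of this run was 5.98, and that of the downward run around Olfr1276 was -6.73. Both directions together were not tested, so a chance run stays open. More immature neurons would raise their score by at least 0.5 of the Lhx2 rise, but its upper 95% bound was 0.108. A local effect on these genes may exist, as a hypothesis, and whether the transgene lies near them was not tested.

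Of the 210 splits of the 10 arrays into 4 and 6, 100 were drawn, the real one included. Only the real split gave as many as the 20 called probe sets, with 2 the highest of the others drawn. The remaining splits were not run, so that chance is unlikely but not excluded. For the 74 called ORs 2 of 100 gave as many, and the highest other was 106, with H2be-GF 4, WT 3, WT 5 and WT 6 set apart, the arrays lowest in mean OR level. That points to a structure of the arrays besides genotype. With ORs centred on their array mean, 84 were called, 64 of them called before, and the highest other split gave 15. For the H2B genes over the list alone 1 of 100 gave as many as 5, with 4 the highest other. For called lists 44 of 100 gave as many as 5, with 12 the highest other, and chance cannot be excluded.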
